A study of Mus musculus with 13 samples.

How the data were processed

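The series holds RNA sequencing of epidermal stem cells of mouse back skin, sorted by flow cytometry from animals labelled wild type (WT) or knockout (KO) for Fbln7. Fbln7 encodes fibulin-7, a secreted glycoprotein of the extracellular matrix. The labels give 4 groups in 13 libraries: 3 WT and 3 KO libraries at an age of 2 months, and 3 WT and 4 KO libraries at 1 year. Group and replicate number were taken from the sample titles. The labels' protocols describe a low-input, stranded, total-RNA library kit, so unspliced RNA and fragments of ribosomal RNA can be sequenced together with mRNA. The sex of the animals is not given in the labels.

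There was 1 table per library. Per the file headers, each table holds the total gene reads, a count of whole reads per gene deposited without normalization, beside TPM and RPKM values computed by the authors. The aligner, the counting program, the genome build and the annotation are stated neither in the labels nor in the file headers, and whether the counting used strand is not stated either. The deposited TPM values sum to the same total in each library, and the deposited RPKM values are proportional to TPM within a library. In 11681 genes at least 1 library had reads with a TPM of 0, so the total gene reads include reads that the TPM and RPKM values leave out. Exon reads were recovered by dividing RPKM by the value of a single read. The depth came from a mitochondrial tRNA gene, mt-Tp, and the exon length was the one that made the reads of a gene whole in all libraries. This gave whole reads for 99.1% of the 26129 genes with exon signal. Of the recovered genes whose symbol is in GENCODE M21 (mouse build GRCm38), 76.0% had the exon length of that annotation. Of the 49585 symbols listed, 47147 are in GENCODE M21. Coordinates are given in GRCm38 from GENCODE M21 for genes found there by symbol, and the build used by the authors remains unstated.

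The names of the deposited tables carry 1 of 3 run tokens, called run A, B and C here. Run A held 4 libraries of 2-month animals, run B held 4 libraries of 1-year animals, and run C held 5 libraries of both ages. Each run held both genotypes. Total gene reads per library ranged from 6071671 to 7146483 in run A, from 7585340 to 8189922 in run B and from 9875436 to 11592177 in run C. The gene Rn18s-rs5, a copy of ribosomal RNA sequence, took 18.27 to 35.55% of the reads in run A, 13.15 to 14.43% in run B and 2.53 to 4.85% in run C. Exon reads made up 25.57 to 41.91% of the reads in run A, 49.06 to 50.65% in run B and 57.07 to 67.33% in run C. Run was therefore a term of every model. With it, the comparison of ages rests on run C, the only run with both ages. A count of 0 reads was taken to allow up to 3 reads of the library total. Reads carry no molecular identifiers here, so these limits cover counting error only. No pair of replicates agreed within sampling noise (chi-square per degree of freedom from 16.9 to 388 over genes), so none was treated as a library deposited more than once. This does not show that the libraries come from separate animals, for which the labels were followed.

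Counts were tested with edgeR 4.0.16 in R 4.3.3, using the quasi-likelihood F test with robust dispersion, TMM normalization and the filterByExpr filter with its minimum count of 10. All 13 libraries entered a single fit with a coefficient per group and terms for run, and 14740 genes were tested. There were 6 comparisons: KO against WT at 2 months, at 1 year and averaged over both ages, 1 year against 2 months in WT and in KO, and the genotype-by-age interaction. P-values were adjusted by the Benjamini-Hochberg method within a comparison, with a threshold of 0.05. Fold changes are log2 values with their standard error (SE). Levels are CPM, the reads of a gene scaled by library size and TMM factor, given as mean ± standard deviation (SD). Fbln7 was also compared by an exact two-sided permutation test of the difference between group means.

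The genes named were set by a rule: Fbln7 always, and in each comparison up to 3 higher and 3 lower genes with the smallest p among those with an adjusted p under 0.05, an absolute log2 fold change of at least 1 and a mean of at least 1 CPM. Where no gene passed, the 2 genes of smallest unadjusted p are named as not significant. In a called gene list, the 3 members of smallest p were examined. In all, 13 gene lists were drawn from general knowledge of skin biology: epidermal differentiation, inflammation, interferon response, basal keratinocyte and hemidesmosome, cell cycle, immediate early stress, fibulins and extracellular matrix partners, fibroblast, T cell, Langerhans and myeloid, melanocyte, hair follicle, and sex-linked genes. They were tested with camera in limma 3.58.1 on log2 CPM with a prior count of 2 and a preset inter-gene correlation of 0.01, adjusted over all 78 tests. The score of a list in a library is the mean log2 CPM of its genes. Lists of neural genes and of regional neurons, used only for an observation outside the comparisons, were written after the data were seen. The 13 gene lists, the tests, the rule for named genes and most alternatives were fixed before the data were examined.

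The procedure was tested on simulated counts drawn from the means and library sizes of the real libraries. In each simulation 200 genes were changed, drawn only from genes with an average log2 CPM above 1. The shares recovered thus leave out genes of lower level, such as Fbln7 (log2 CPM 0.387). At a log2 change of 1, 49% of the changed genes were recovered for KO against WT at 2 months, 59.5% at 1 year, 14% for age in WT and 20.5% for age in KO. At a log2 change of 2 the shares were 82.5, 93, 78.5 and 80%. False calls numbered from 2 to 18. The averaged and interaction comparisons were not simulated with changed genes.

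Alternatives were no run term, only the groups compared, the replicate number as a block, DESeq2 1.42.0, other normalizations, other filters on low counts, a log2 fold change minimum of 1, leaving out each library in turn, leaving out sex-linked genes, a single run at a time, and for lists fry and an estimated correlation. Alternatives chosen after seeing the data were the recovered exon reads, the share of Xist among reads of Xist and 4 Y genes as a covariate, gene lists within a single run, and limma on log2(TPM + 1). Correlations between effects were set against 100 simulations without any effect, because the effects share libraries, and so was the overlap of genes between the age effects. Python 3.11.15 was used to read the tables, with figures drawn in matplotlib 3.10.9.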

Results

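Sorted epidermal stem cells from the back skin of Fbln7 WT and KO mice were profiled by total RNA sequencing at 2 ages. The design asks which transcripts differ between genotypes in young and in 1-year animals, which differ with age in each genotype, and whether the effect of the genotype depends on age. There were 3 WT and 3 KO libraries at 2 months, and 3 WT and 4 KO libraries at 1 year. Depth ranged from 6071671 to 11592177 gene reads per library and followed the sequencing run more than the group. The first principal component of log2 CPM held 39.6% of the variance and separated the ages, with 2-month libraries between -67.0 and -42.8 and 1-year libraries between 18.1 and 93.2. The second component held 24.6%. Along it the libraries of run C, from -71.4 to -18.1, lay apart from those of the other runs, from 7.47 to 56.8.

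Fbln7 (chromosome 2, 128862981 to 128897034, plus strand, GRCm38) was examined first, as a check of the genotype labels. It was near the detection limit at 2 months. WT libraries had 0, 2 and 16 reads, and KO libraries had 2, 1 and 1. In WT replicate 1, 0 of 6071671 reads allows up to 0.494 CPM before TMM scaling. Mean levels were 0.503 ± 0.595 CPM in WT (SD, n = 3) and 0.196 ± 0.106 CPM in KO (SD, n = 3), with an exact two-sided permutation p of 0.6, where 0.1 is the smallest this design allows. At 1 year, WT libraries had 19, 14 and 38 reads and KO libraries had 9, 10, 28 and 0. In KO replicate 4, 0 of 11475039 reads allows up to 0.261 CPM before TMM scaling. The means were 2.10 ± 0.483 CPM in WT (SD, n = 3) and 1.13 ± 0.793 CPM in KO (SD, n = 4), with an exact permutation p of 0.114 against a smallest possible 0.0286.

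Reads restricted to exons separated the 1-year groups a little further. There were 9, 9 and 33 Fbln7 exon reads in WT and 2, 8, 4 and 0 in KO, or 2.88 ± 1.17 against 0.803 ± 0.935 CPM of exon reads (SD, n = 3 and 4; exact permutation p = 0.0571, with libraries exchanged across runs). Every 1-year WT library lay above every KO library in exon reads (lowest WT 2.17 CPM, highest KO 2.16 CPM). Within run B, the 1-year WT libraries had 19 and 14 total reads and the KO libraries 9 and 10. Within run C, WT replicate 3 had 38 reads and KO replicates 3 and 4 had 28 and 0. Each 1-year WT library thus exceeded each KO library of its own run, also in CPM (1.54 and 2.33 against 1.25 and 1.45 in run B, 2.42 against 1.83 and 0 in run C). In exon reads the margin was narrow in run B (9 and 9 against 2 and 8) and wider in run C (33 against 4 and 0). The edgeR quasi-likelihood test gave a log2 fold change for Fbln7 of -1.58 (SE 1.38, adjusted p = 1) at 2 months, -0.89 (SE 0.83, adjusted p = 0.762) at 1 year and -1.24 (SE 0.81, adjusted p = 1) averaged over the ages. The 2-month value reversed to 0.29 without WT replicate 3 or without KO replicate 3. At 1 year it ranged from -1.65 without KO replicate 3 to -0.47 without KO replicate 4, with -0.51 without WT replicate 3. At 2 months the reads did not separate the genotype labels. At 1 year WT lay above KO within each run in total reads, but reads remained in 3 of the 4 KO libraries. The difference was not significant, so WT and KO refer throughout to libraries labelled so.

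**Figure D1:**
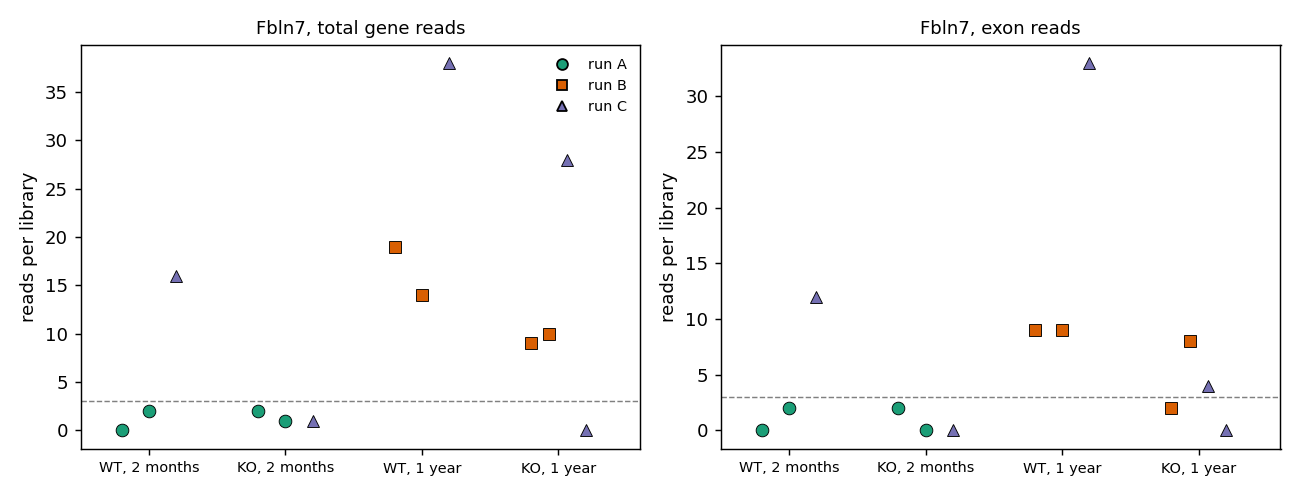
Fbln7 reads in each library by group (x axis), as total gene reads (left) and exon reads (right) per library on the y axis. Each point is a library, its shape and colour give the run, and the dashed line marks 3 reads, the limit a count of 0 allows. The 2-month libraries reach 16 total reads at most, and at 1 year the KO libraries (0 to 28 reads) overlap with the WT libraries (14 to 38 reads) in total reads, while in exon reads they lie at 0 to 8 against 9 to 33.

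At 2 months, 0 of 14740 genes differed between KO and WT at an adjusted p under 0.05 in the edgeR quasi-likelihood test, and 158 had an unadjusted p under 0.05 (92 higher, 66 lower) where chance gives 737. The smallest adjusted p was 1. The genes of smallest unadjusted p, neither significant, were Tspear (chromosome 10, 77686569 to 77887021) and Adora1 (chromosome 1, 134199223 to 134235431). Tspear had a log2 fold change of 1.31 (SE 0.31), with 8.82 ± 6.50 CPM in WT and 20.9 ± 14.6 CPM in KO (SD, n = 3 each). Adora1 fell by 0.77 (SE 0.19), from 16.4 ± 2.26 to 9.59 ± 1.03 CPM. Within run A, 0 genes passed and 273 had an unadjusted p under 0.05. Run C held a single library of each genotype at this age and gave no test. Of the alternatives, leaving out the filter on low counts moved the count most, to 26 genes.

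At 1 year, 0 of 14740 genes passed the same threshold, with 1232 genes at an unadjusted p under 0.05 (645 higher, 587 lower) against 737 by chance and a smallest adjusted p of 0.592. The lowest p-values belonged to Gm27247 (log2 fold change -0.71, SE 0.12), at 57.8 ± 12.6 CPM in WT (SD, n = 3) and 33.6 ± 6.26 CPM in KO (SD, n = 4), and to E230016M11Rik (chromosome 6, 67036599 to 67080654; log2 fold change -1.57, SE 0.30), at 5.73 ± 0.824 and 1.94 ± 1.21 CPM. Neither was significant. Gm27247 has no entry under that symbol in GENCODE M21, so no coordinates are given. Within run B, 0 genes passed and 988 had an unadjusted p under 0.05. Without the filter on low counts 252 genes passed, and DESeq2 called 12. In simulated data, genes with an average log2 CPM above 1 were changed by a log2 value of 1. Of these, 49% were recovered for KO against WT at 2 months and 59.5% at 1 year. Genes of lower level were not changed in the simulations. At 2 months the real edgeR test gave 158 genes at an unadjusted p under 0.05, fewer than the 737 of chance. Recovery there may be lower than simulated.

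Averaged over both ages, 0 genes differed between genotypes and 446 had an unadjusted p under 0.05. Those of smallest p were 4930599N23Rik, a gene annotated as antisense (log2 fold change -1.44, SE 0.35), and Pdk2 (0.76, SE 0.20), both with an adjusted p of 1 in edgeR. Since the use of strand in counting is not stated, the reads of 4930599N23Rik are uncertain. The genotype-by-age interaction had 0 genes past the threshold and 595 at an unadjusted p under 0.05. Its lowest p-values belonged to Gm27247 (-0.88, SE 0.18) and Ston2 (-0.97, SE 0.22), each with an edgeR adjusted p of 0.976. No simulation with changed genes was run for these comparisons.

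Age was compared within each genotype. In WT, 30 genes differed between 1 year and 2 months (23 higher, 7 lower) in the edgeR quasi-likelihood test, with 1907 genes at an unadjusted p under 0.05. The comparison depends on the libraries of run C. Without WT 2-month replicate 3 the count was 0 (779 at an unadjusted p under 0.05), and without WT 1-year replicate 3 it was 2, and the other fits without a library gave 10 to 23. Run C alone, with the genotypes together, gave 1205 genes, among them 29 of the 30. Without the run term 116 genes were called, 17 of them shared with the 30. Within run C age in WT coincides with sex as read from Xist and Ddx3y, with 12695 and 3 reads of these genes in the 2-month library and 8 and 713 in the 1-year library. With the Xist share as a covariate, which draws on the other runs, 11 genes were called, 10 of them shared with the 30. The leading higher genes were Srp54a (chromosome 12, 55080262 to 55115367), Ctnnd2 (chromosome 15, 30172593 to 31029341) and Cadm3 (chromosome 1, 173333258 to 173367695). Ctnnd2 rose from 2.56 ± 0.917 to 15.7 ± 2.57 CPM (SD, n = 3 each), with a log2 fold change of 2.76 (SE 0.33, edgeR adjusted p = 0.00301). Cadm3 rose from 1.65 ± 0.898 to 9.94 ± 2.04 CPM, with a log2 fold change of 3.37 (SE 0.41, edgeR adjusted p = 0.00301). Every 1-year library lay above every 2-month library for both genes. The 1-year libraries of run B also carried nervous-system transcripts, described further below, and whether these add to Ctnnd2 and Cadm3 was not tested. In run C the 1-year WT library was the lowest of its group, at 12.9 CPM for Ctnnd2 and 7.90 CPM for Cadm3.

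Srp54a was fitted 5.62 log2 units higher at 1 year in WT (SE 0.62, edgeR adjusted p = 0.00295), but the group means did not show this, at 14.8 ± 13.8 CPM at 2 months and 11.9 ± 5.42 CPM at 1 year. Its value rests on run C, where the 2-month libraries had 1 and 2 reads and the 1-year libraries 82 to 127, and it reversed to -0.29 without the run term. Its reads are uncertain because the near-identical copy Srp54b (55155104 to 55189573) lies on the same chromosome. A further copy, Srp54c, was not analysed here. The lower genes were Adora1 (-1.73, SE 0.26, edgeR adjusted p = 0.0159), Prodh (chromosome 16, 18060357 to 18090203; -1.13, SE 0.18, edgeR adjusted p = 0.0175) and Gm7729 (chromosome 18, 27598644 to 27599756; -3.30, SE 0.54, edgeR adjusted p = 0.0261). Gm7729 is annotated as a pseudogene, so its reads are uncertain. Its group means in WT fell far less than the fit, from 4.47 ± 0.638 to 2.86 ± 1.98 CPM (SD, n = 3 each). The highest 1-year WT library (4.41 CPM) lay above the lowest 2-month WT library (3.88 CPM). For Srp54a and these 3 genes the call was lost without WT 2-month replicate 3, with log2 fold changes of 5.11, -1.79, -0.90 and -3.72 in that order. Ctnnd2 (2.87) and Cadm3 (3.21) lost theirs in the same fit. Without WT 1-year replicate 3 the calls of Ctnnd2 (2.63), Cadm3 (3.21), Adora1 (-1.87), Prodh (-1.13) and Gm7729 (-3.40) were lost. Gm7729 also lost its call without WT 2-month replicate 2 (-3.24) and without WT 1-year replicate 1 (-3.24) or 2 (-3.36), and Prodh with the Xist share as a covariate (-1.08).

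In KO, 455 genes differed with age (300 higher, 155 lower), 335 of them by at least 1 log2 unit, and 3406 had an unadjusted p under 0.05. This count also depended on single libraries. It was 0 without KO 2-month replicate 3 (1393 at an unadjusted p under 0.05), 81 without KO 1-year replicate 4 and 1664 without KO 1-year replicate 3, and the other fits without a library gave 234 to 1192. With the Xist share as a covariate 53 genes were called, 49 of them shared with the 455. In a fit of the KO libraries alone it was 0, with 1383 genes at an unadjusted p under 0.05. Srp54a (5.83, SE 0.59), Ctnnd2 (2.90, SE 0.32) and Cadm3 (3.57, SE 0.39) again had the lowest p-values among higher genes, each with an edgeR adjusted p of 9.84e-04. Ctnnd2 rose from 3.06 ± 1.05 CPM (SD, n = 3) to 19.9 ± 6.21 CPM (SD, n = 4), and Cadm3 from 1.38 ± 0.778 to 9.32 ± 2.67 CPM. The leading lower genes were Il1r2 (chromosome 1, 40074079 to 40125231), from 136.7 ± 14.5 to 77.9 ± 21.7 CPM (log2 fold change -1.33, SE 0.19, edgeR adjusted p = 0.00688), and Col7a1 (chromosome 9, 108953586 to 108984875), from 167.1 ± 16.3 to 61.3 ± 17.7 CPM (-1.58, SE 0.23, edgeR adjusted p = 0.00844). Serpina3h (chromosome 12, 104247905 to 104253669; -1.38, SE 0.21, edgeR adjusted p = 0.00921) is annotated as a transcribed pseudogene, and its reads are uncertain. Without KO 2-month replicate 3 the calls of all 6 genes were lost, with log2 fold changes of 6.51 for Srp54a, 2.85 for Ctnnd2, 3.77 for Cadm3, -1.45 for Il1r2, -1.48 for Col7a1 and -1.37 for Serpina3h. Of the 30 genes called in WT, 27 were also called in KO, all in the same direction, and all 30 had the same sign. Both age effects share run terms, so overlap was compared with 100 simulations without any effect, ranking genes by the likelihood ratio test in edgeR. The 30 top genes in WT and the 455 top genes in KO shared 24 genes, against 6.91 on average in the simulations (3 to 14). The same sign in KO was seen for 25 to 30 of the 30 in the simulations, so equal signs alone do not stand apart. No gene had an age effect that differed between genotypes in the interaction test (0 genes, 595 at an unadjusted p under 0.05), so the larger count in KO is not shown to be a difference between genotypes.

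Gene lists were tested with camera. Of 78 tests, 34 had an adjusted p under 0.05, 25 towards higher and 9 towards lower expression. None of the 34 held under fry, where the smallest adjusted p was 0.0793, or under camera with an estimated correlation, where it was 0.5003. For KO against WT, 0 of 13 lists were called at 2 months, 7 at 1 year and 6 for the average over ages, and 4 in the interaction. For age, 9 lists were called in WT and 8 in KO. Members that passed on their own over all genes tested were few, and in KO with age many more passed when adjusted over the list alone. For epidermal differentiation in KO with age, 6 genes passed over all genes tested and 30 when adjusted over the list alone. For the basal keratinocyte and hemidesmosome list there were 6 and 17, and for hair follicle genes 4 and 20. In WT, 0 differentiation genes passed over all genes and 5 adjusted over the list alone. In the genotype comparisons 0 members passed under either adjustment at 2 months, at 1 year or in the average. In the interaction 0 passed over all genes, and 1 gene among fibulins and extracellular matrix partners when adjusted over the list alone.

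With age, the epidermal differentiation list was higher by a mean of 2.27 log2 units in WT (camera adjusted p = 5.51e-12, 34 of 35 genes higher) and 3.46 in KO (camera adjusted p = 3.69e-16, 34 of 35). The T cell list was higher by 3.37 and 4.44, the hair follicle list by 3.53 and 3.86, the fibroblast list by 2.91 and 3.07, and the Langerhans and myeloid list by 1.32 and 2.43. The basal keratinocyte and hemidesmosome list was lower by a mean of -0.25 in WT and -0.46 in KO, and the interferon response list by -0.74 and -0.38. Immediate early stress genes were higher by 1.46 and 1.55. The melanocyte list was higher by 2.17 in WT (camera adjusted p = 0.00756) and 1.94 in KO, where it did not pass (camera adjusted p = 0.0645). Inflammation, cell cycle, fibulins and extracellular matrix partners, and sex-linked genes were not called in either genotype. Most of the WT values depended on WT 1-year replicate 3. Without it, differentiation was 0.64, T cell 1.28, fibroblast 1.36, interferon response -1.03 and hair follicle 2.37, all still past the threshold in camera, while the myeloid list was at 0.20 and the basal list at -0.18, and neither passed. Without WT 2-month replicate 3 the interferon value in WT was -0.45. In KO, the interferon list was -0.32 without 1-year replicate 3 and did not pass, and -0.20 without 2-month replicate 1.

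The list scores spread widely between 1-year libraries. The differentiation score was 3.43 to 3.93 in the 6 libraries of 2-month animals. At 1 year it was 3.48, 3.81 and 6.22 in WT replicates 1 to 3 and 3.69, 6.23, 6.01 and 6.18 in KO replicates 1 to 4, giving 4.506 ± 1.498 in WT (SD, n = 3) and 5.53 ± 1.23 in KO (SD, n = 4). At 1 year the 7 lists called for KO against WT were epidermal differentiation (mean log2 fold change 0.96, camera adjusted p = 6.92e-05), Langerhans and myeloid (1.30, 2.24e-06), T cell (1.19, 4.53e-04), interferon response (0.35, 0.0191) and immediate early stress (0.23, 0.0217), all higher in KO, and basal keratinocyte (-0.18, 1.86e-04) and cell cycle (-0.24, 6.47e-04), both lower. Without KO replicate 2 only 2 lists were called, and the differentiation value was -0.0085, the T cell value 0.16, the basal value -0.090, the cell cycle value -0.022, the stress value 0.012 and the myeloid value 0.61. The interferon list did not pass without KO replicate 1 (0.07) or WT replicate 1 (0.27), the cell cycle list without WT replicate 2 (-0.06), and the stress list without WT replicate 1 (0.02) or KO replicate 4 (0.11). Without WT replicate 3 the values rose to 2.12 for differentiation, 2.87 for T cell and 2.08 for myeloid genes, and 9 lists were called. Within run B, which holds KO replicate 2, 9 lists were called. In the average over ages, the lists called were differentiation (0.36), interferon response (0.17), basal keratinocyte (-0.07), cell cycle (-0.16), T cell (0.65) and myeloid (0.74), while 2 lists were called without 1-year KO replicate 2, where the values were -0.092 for differentiation, 0.0994 for T cell, 0.32 for myeloid, -0.027 for basal and -0.042 for cell cycle genes. The averaged differentiation call was lost in 10 of the 13 fits that each left out a library. The averaged interferon value was 0.029 without 1-year KO replicate 1, and that of the cell cycle list -0.057 without 2-month KO replicate 2. Without 1-year WT replicate 3, 10 lists were called in the average.

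**Figure D2:**
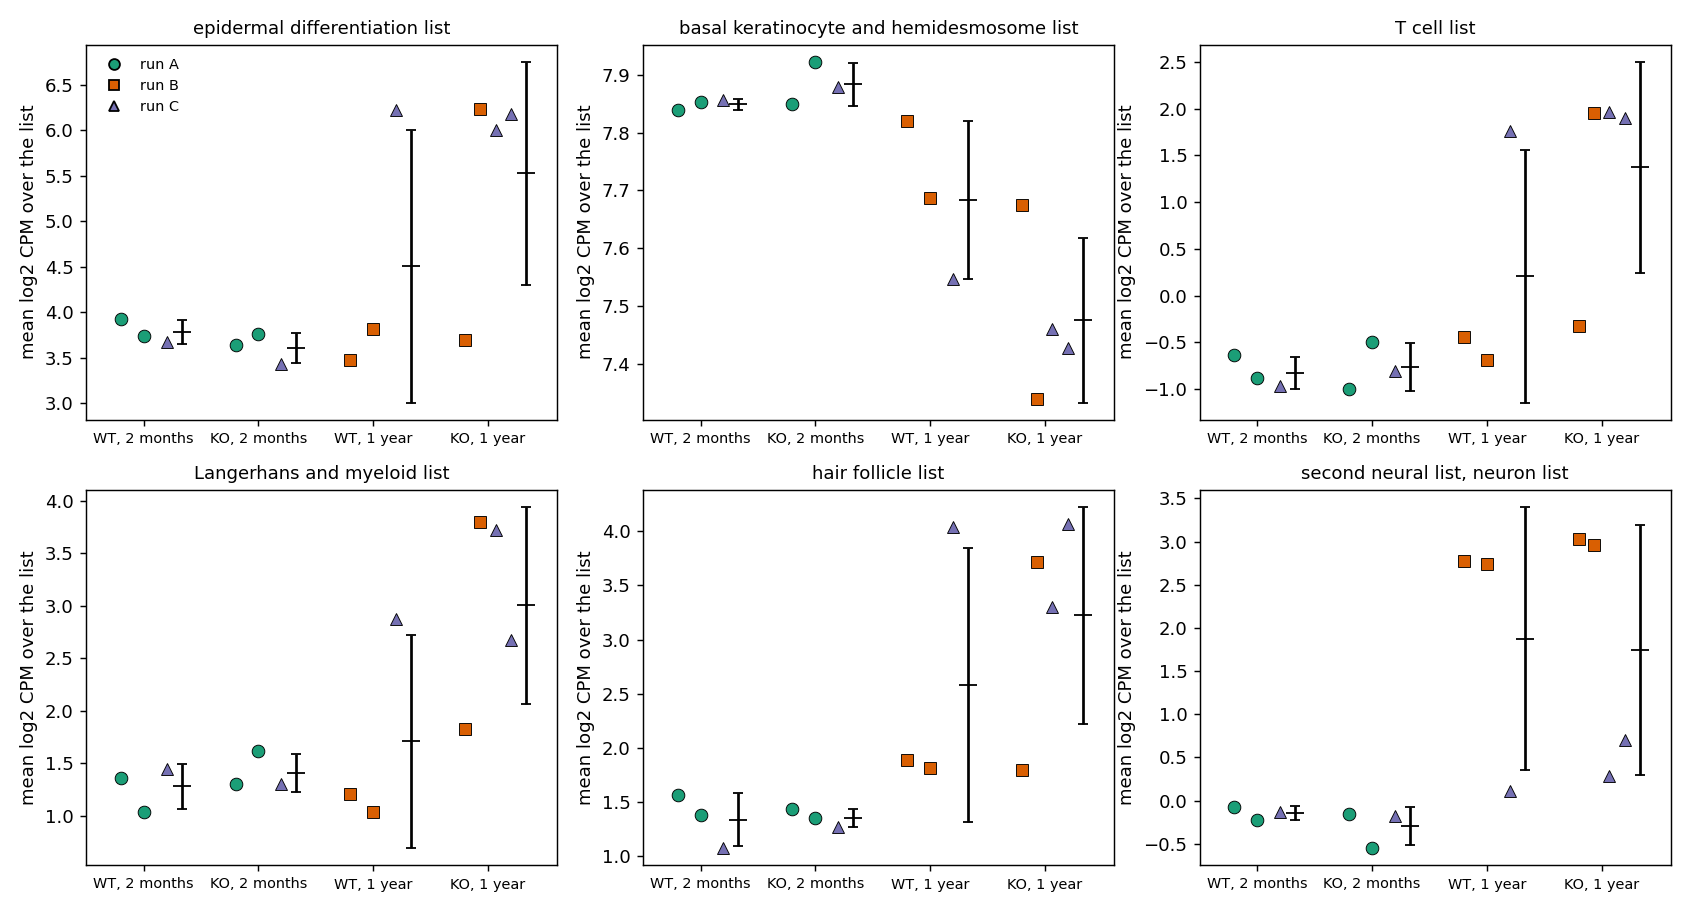
Scores of 6 gene lists per library by group (x axis), as the mean log2 CPM over the genes of a list (y axis). Each point is a library with shape and colour for its run, and the bar beside the points is the mean ± SD of the group. For the differentiation list the 1-year libraries lie either at 3.48 to 3.81 or at 6.01 to 6.23, and for the list of neuronal genes the libraries of run B lie above all others.

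The question whether young KO cells resemble aged WT cells was examined across genes, which are not independent replicates. The KO effect at 2 months correlated with the WT age effect with Pearson's r = 0.284 (Spearman's rho = 0.187) over 14740 genes. Both effects are measured against the 2-month WT libraries, and 100 simulations without any effect gave a higher r, 0.412 on average (0.359 to 0.455). In these simulations the age effect was noise alone, whereas 1907 genes had an unadjusted p under 0.05 for age in WT in edgeR. A real age effect can itself lower r, so the comparison does not decide whether young KO cells resemble aged WT cells. The observed r moved to 0.631 without WT 2-month replicate 3 and 0.0450 without KO 2-month replicate 3. The KO effects at 2 months and 1 year had r = 0.0407 (rho = -0.0379), where r was within its simulated range of -0.0478 to 0.0491 and rho below its range of -0.0174 to 0.0224, and r moved to 0.0834 without WT 2-month replicate 1 and -0.0153 without KO 1-year replicate 2. The age effects in WT and KO had r = 0.824 (rho = 0.720), above the simulated range of 0.345 to 0.441.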

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

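Tests of explanations in this part were chosen only after the result they bear on was seen, except counts of other splits of the libraries. The interaction test, fry, the estimated correlation and the fits without a library were not among the choices made after seeing the data.

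In the group of 4 KO libraries at 1 year, the gap between the highest or lowest library and the next, divided by the range of the group, exceeded the 95% critical value of Dixon's test in 11 of 103 measures, where chance gives 5.15. The measures share the same libraries, so the 11 are not independent. In 6 of them replicate 1 stood apart. For the epidermal differentiation list (ratio 0.911) it scored 3.69 against 6.01 to 6.23 in the others. For the T cell list (ratio 0.972) it scored -0.32 against 1.90 to 1.96, and for the interferon response list (ratio 0.923) it scored 4.32 against 3.53 to 3.59. Among single genes, it had 0.416 CPM of Cd3g against 7.44 to 8.50 (ratio 0.869), 0.693 CPM of Col6a2 against 6.41 to 7.44 (ratio 0.847) and 2046 CPM of Col17a1 against 1358 to 1439 (ratio 0.883).

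Replicate 2 stood apart for Lama5, with 37.6 CPM against 49.9 to 52.0 (ratio 0.853), and for Lamb1, with 13.95 CPM against 11.7 to 11.9 (ratio 0.909). Replicate 4 stood apart for Krt1, with 2205 CPM against 850.02 to 993.7 (ratio 0.894), for Sfn, with 411.01 CPM against 179.1 to 203.01 (ratio 0.897), and for Lef1, with 6.85 CPM against 0.831 to 1.60 (ratio 0.872). No explanation was tested for these 5 genes.

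The differentiation score of KO replicate 1 resembled those of WT replicates 1 and 2 at 1 year (3.48 and 3.81), whereas WT replicate 3 (6.22) resembled KO replicates 2 to 4. Several explanations of these 4 high scores among the 7 libraries of 1-year animals were set against the tables. A difference between runs is argued against within run C, where the lowest 1-year library exceeded the highest 2-month library by 2.33 log2 units. Library depth is argued against because KO replicate 2, the high library of run B, had 0.926 times the reads of the deepest other library of its run. Reads in introns are argued against because the gap in run C was 2.33 log2 units in exon reads too. Age alone is argued against because 3 of the 1-year libraries lay within the range of the 2-month libraries. Differentiation of the sorted keratinocytes alone is argued against by the T cell list, which in run C was 2.57 log2 units higher in the lowest 1-year library than in the highest 2-month library. A candidate explanation that remains is cells from outside the sorted basal population. For each of 4 lists (T cell, Langerhans and myeloid, hair follicle, fibroblast) the 4 highest libraries were the same 4 libraries. This was found and examined on the same data, and a part played by age or genotype in how many such cells were collected remains open and untested. The interferon response list did not follow this grouping. WT replicates 1 and 2 at 1 year scored 3.44 and 3.66, near KO replicates 2 to 4 (3.53 to 3.59). No explanation was tested for the score of 4.32 in KO replicate 1.

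The effect of the genotype differed between ages for 4 of 13 lists in the interaction test with camera. The difference in mean log2 fold change was 1.19 for epidermal differentiation (32 of 35 genes higher), -0.21 for the basal keratinocyte and hemidesmosome list (6 of 29 genes higher), 1.07 for T cell (10 of 14) and 1.11 for Langerhans and myeloid genes (14 of 15). None of the 4 passed under fry or an estimated correlation. Without KO 1-year replicate 2 the values were 0.17, -0.13, 0.12 and 0.57, and none of them passed. Without WT 1-year replicate 3 differentiation was 2.35, T cell 2.75 and myeloid 1.99. The T cell list also did not pass without KO 2-month replicate 1 (0.71), WT 1-year replicate 2 (0.50) or KO 1-year replicate 3 (1.48). As many lists were called in 69 of 99 splits of the libraries within the ages. The difference for differentiation genes at 1 year itself may rest on a single KO library, since its mean log2 fold change was -0.0085 without KO replicate 2. A biological difference between the genotypes at 1 year stays open, as untested, beside the mixture of cells described for the same libraries.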

How the results depend on the processing

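Alternatives chosen after seeing the data were the exon reads, the Xist share as a covariate, gene lists within a single run, and limma on log2(TPM + 1). The cause was not tested where a result changed, unless fewer libraries or another set of genes tested shows it.

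For KO against WT, 0 genes passed at 2 months, at 1 year and averaged (158, 1232 and 446 at an unadjusted p under 0.05), and this held in all settings except 2. Without the filter on low counts 26, 252 and 73 genes passed, and 103 in the interaction, and DESeq2 called 2, 12 and 1. Age in WT moved from 30 genes to 116 without the run term (17 shared with the 30), 616 with only the groups compared, 282 with DESeq2, 945 without the filter, 9 with at least 10 counts in every library, 4 in exon reads, 11 with the Xist share and 1 with limma on TPM. Age in KO moved from 455 genes to 1163 without the run term (305 shared), 0 with only the groups compared (1383 at an unadjusted p under 0.05), 1374 with DESeq2, 1960 without the filter, 251 with at least 10 counts, 115 in exon reads, 53 with the Xist share and 47 with limma on TPM. Run C alone gave 1205 genes for both genotypes together. Other normalizations kept the counts within 1.5 times.

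Across fits that each left out a library, age in WT gave from 0 to 23 genes, with 0 without WT_2mo replicate 3 (779 at an unadjusted p under 0.05), and age in KO from 0 to 1664, with 0 without KO_2mo replicate 3 (1393 at an unadjusted p under 0.05). The Fbln7 log2 fold change at 2 months ranged from -2.34 to 0.29. Called lists ranged from 0 to 2 for KO against WT at 2 months, from 2 to 9 at 1 year, from 2 to 10 averaged and from 1 to 9 in the interaction. The differentiation list ranged from -0.0085 to 2.12 at 1 year and from -0.0924 to 0.941 averaged, and Ptprc in the interaction from -0.0916 to 2.69, with each lowest value without KO_1y replicate 2.

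For lists, fry and camera with an estimated correlation called 0 in each of the 5 comparisons with calls. At 2 months 1 list was called without the run term, with upper-quartile normalization or with at least 10 counts, 2 within run A and 3 with the Xist share. With at least 10 counts 5 lists were called for age in WT. Without the run term the interferon response list reversed to 0.0435 for age in KO, as did Gbp2 (0.0358), Krt1 for age in WT (-0.0637) and Srp54a (-0.29 in both genotypes). Oca2 for age in WT reversed to -0.0157 with limma on TPM.

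The correlation of the KO effect at 2 months with the WT age effect was 0.223 without the run term, 0.196 with at least 10 counts and 0.187 as Spearman's rho, and ranged from 0.0450 to 0.631 without single libraries. That of the KO effects at the 2 ages reversed to -0.0795 with at least 10 counts and -0.0379 as Spearman's rho, and ranged from -0.0153 to 0.0834. Over other genes and lists, 63 gene values weakened and 13 strengthened without single libraries, and 96 weakened and 116 strengthened in other settings. For lists 41 and 87 weakened. Unchanged values numbered 921 for genes and 246 for lists without single libraries, and 1187 and 198 in other settings.

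The replicate block was fitted because the labels share replicate numbers, but same-numbered libraries correlated at -0.0029, 0.108 and 0.586 at 2 months and at 0.603, 0.220 and 0.555 at 1 year, and the number follows the run, so the libraries share only a number. With the block, age gave 214 genes in WT (19 shared) and 749 in KO (255 shared), 4 lists for age in WT and 2 for KO against WT at 2 months. Fbln7 at 1 year was -0.47, and Srp54a with age 0.52 in WT and 0.41 in KO. Reversed values were Gbp2 (0.13), Krt1 (-0.25), the interferon response list for age in KO (0.0175) and the melanocyte list for age in WT (-0.0542).

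With only the groups compared, the averaged and interaction comparisons equal the fit to all libraries. A single run could not give the averaged comparison, the pseudocount of 0.1 was not run, and Fbln7 has no value with at least 10 counts. Fbln7 had at most 38 reads in a library, which limits any statement on its loss.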

Other observations

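The tests of skin nerves and of age for the neural transcripts were chosen only after the result was seen. So were both tests of Fbln7 reads in KO libraries, the sex covariate and the sum of the Srp54 copies. The tests in exon reads, the second count for regions, and the readings of Nrgn and of sensory ganglia also followed the data.

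All 4 libraries of run B, both genotypes at 1 year, carried transcripts of the nervous system. Of 16 neural markers looked at first, all 16 were at least 4-fold higher in every library of run B than in any other library. Snap25 had 48.9 to 63.4 CPM against at most 0.895 elsewhere, Nefm 50.6 to 67.3 against at most 0.256 and Slc1a2 66.8 to 87.4 against at most 2.26. A second list of 32 genes was then written, and brain RNA, or reads of a brain library, was predicted to raise all of them at least 4-fold. That prediction failed as written, with 11 of 32 raised so far (4 of 12 neuronal, 6 of 10 oligodendrocyte and 1 of 10 astrocyte genes). Of the 32 genes, 16 exceeded 1 CPM in libraries of other runs, and of the other 16 genes 8 were raised. The list scores in run B were 2.74 to 3.03 for neuron, 1.70 to 2.00 for oligodendrocyte and 2.32 to 2.65 for astrocyte genes, against at most 0.70, -1.02 and 1.18 elsewhere.

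For regions of the nervous system, at least 6 of 8 genes had been predicted to be raised 4-fold for the right source, and at most 2 of 8 for a wrong one. Of 8 forebrain genes 0 were, and of 8 cerebellar genes 1, Zic1. Of 8 genes of brainstem, spinal or sensory neurons 3 were raised, Slc17a6 (5.85 to 8.82 CPM against at most 0.384 elsewhere), Slc6a5 (4.53 to 6.99 against at most 0.801) and Nefh (31.8 to 42.7 against at most 1.09). In the forebrain and brainstem lists 3 and 4 genes exceeded 1 CPM in other runs, and several of the others were near the limit of 3 reads. Every run B library exceeded all other libraries for 1 of 8 forebrain, 5 of 8 cerebellar and 6 of 8 brainstem, spinal or sensory genes. That second count, and Nrgn below, were added after the values were seen, and a region was excluded only if at most 2 genes passed on both counts, which leaves cerebellum open. Forebrain as the whole source is argued against by these counts and by Nrgn, at 0.110 to 0.367 CPM in run B, where Snap25 had 48.9 to 63.4, while a share of forebrain stays open. Skin nerves or Schwann cells alone are argued against by the astrocyte list, whose lowest run B score lay 1.14 log2 units above the highest elsewhere. Age is argued against because the neuron list in run B lay at least 2.04 log2 units above the 1-year libraries of run C, and reads in introns because the gap was 3.18 log2 units in exon reads. Foreign neural RNA or reads in run B may be the source. Sensory ganglia alone are argued against by the same astrocyte gap, though only 1 of the 10 genes of that list was raised 4-fold. The oligodendrocyte list, at 1.70 to 2.00 in run B against at most -1.02 elsewhere, does not decide on ganglia. Its raised genes include myelin genes such as Mag and Mal, which Schwann cells can express too. Brain as a whole would include forebrain, where 0 of 8 genes were raised 4-fold, but several were near the limit of 3 reads. Brain as a whole, cerebellum, brainstem and spinal cord, with or without ganglia, cannot be told apart with these lists. No biological explanation was tested other than age and skin nerves.

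Libraries labelled KO held Fbln7 reads. Reads in introns do not account for all of them by count, since 2 libraries labelled KO had more than 3 exon reads (8 and 4). The neural RNA of run B does not account for the KO library with most reads outside run B, which had 28. Run B libraries of high Xist also had 19 and 22 reads of Ddx3y, against at most 5 in those of other runs. Those of low Xist had 48 and 57 Xist reads, against at most 9 elsewhere. Whether foreign reads in run B add to Fbln7 was not tested. Reads in introns and foreign RNA or reads could still play a part. Since the labels do not state which exons were deleted, a transcript left by the deletion and a library with another genotype cannot be told apart from them.

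The sex of the animals was mixed by the reads of Xist and Ddx3y. Xist had 8, 9 and 12695 reads in WT and 4791, 0 and 10891 in KO at 2 months, and 4948, 48 and 8 in WT and 57, 3743, 13317 and 5 in KO at 1 year. In the same order Ddx3y had 113, 185 and 3, then 2, 154 and 0, then 19, 371 and 713, then 322, 22, 5 and 527 reads. In run C, both 2-month libraries had high Xist, while WT replicate 3 and KO replicate 4 at 1 year had low Xist and high Ddx3y and KO replicate 3 had high Xist. Within that run age and sex are thus confounded in WT and partly in KO, and the age calls fell to 11 in WT and 53 in KO with the Xist share as a covariate, so a part played by sex in the age comparisons stays open. Sex might hide a difference between genotypes, but with the Xist share as a covariate 0 genes passed in the averaged comparison and 349 had an unadjusted p under 0.05. Reads in introns and ribosomal fragments might do so too, but in exon reads 0 genes passed and 339 had an unadjusted p under 0.05.

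Of 99 tested genes within 5 megabases of Fbln7, 1 had an unadjusted p under 0.05 at 2 months, 6 at 1 year and 0 at both. Their mean same-direction score lay at percentile 62.0 among 10000 random sets matched on expression. A passenger region of another strain around the knockout is thus neither shown nor excluded.

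The higher Srp54a at 1 year might come from reads shared with a near-identical copy. Srp54a had 1 and 2 reads in the 2-month libraries of run C, where Srp54b had 1349 and 1373. The sum of Srp54a and Srp54b had a log2 fold change with age in WT of 0.0099, but a rise of Srp54a alone would move the sum by 0.082, less than its SE of 0.154, so the sum does not decide between shared reads and a change of Srp54a. Srp54c was not analysed here, and no biological explanation was tested.

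Other splits of the same libraries were fitted for each comparison, counting genes with an unadjusted p under 0.05 where none passed. For KO against WT at 2 months, 10 of 10 splits gave as many genes, in a design whose share is never under 0.1. The count of 10 of 10 for lists was fixed in advance, since the real split called 0 lists, and says nothing. At 1 year 8 of 34 splits gave as many genes and 13 of 34 as many lists, and averaged over ages 58 of 99 and 33 of 99. One 1-year split set WT replicates 1 and 2 and KO replicate 1 against the 4 libraries with high differentiation scores. It called 735 genes at an adjusted p under 0.05 in edgeR, against 0 in the real split. That split was singled out after the counts were seen. In the interaction 40 of 99 splits gave as many genes and 69 of 99 as many lists. For age in WT, 1 of 10 splits gave as many genes, the real one, and 3 of 10 as many lists. For age in KO, 1 of 35 splits gave as many genes, again the real one (455, with 393 in the next). Lists in these splits were adjusted over the 13 lists of a comparison, which gives 9 lists for age in KO in the real split rather than the 8 adjusted over all 78 tests, and 9 of 35 splits gave at least 9.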
